A study of Homo sapiens with 262 samples. Its data were reported in "The transcription factor ZNF469 regulates collagen production in liver fibrosis" (2025).

How the data were processed

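Total RNA of 262 liver biopsies taken during bariatric surgery was sequenced as polyA-selected libraries. According to the labels the RNA was extracted with Trizol, whereas the paper's methods name a column kit for frozen tissue, and the labels do not settle which was used. The authors wrote the reads to files with bcl2fastq and aligned reads with an exon quantification pipeline and STAR 2.7.3a. The paper names another tool for quantifying genes, and the deposited table, with counts per Ensembl gene, does not say which tool produced it. The authors deposited expected counts (unit: expected_counts), one column per biopsy, not divided by library size. Tested on the table, 86.8% of the values were whole (remainder of exactly 0), 0 columns belonged to no sample, and 10110 of 43285 genes were at 0 in every biopsy. Counts were rounded to whole numbers for the count models.

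Gene names, coordinates and transcript sequences came from GENCODE v44 on GRCh38. They matched 43057 of the 43285 genes, and the 228 without a symbol held 0.413% of all counts. Y-linked genes, XIST and TSIX (132 genes) were left out of every list, component and named gene. Genes were filtered with filterByExpr in edgeR 4.0.16 under R 4.3.3 at its default minimum count of 10, which kept 16066. Libraries were scaled by TMM, with factors from 0.846 to 1.34, and log2 CPM were computed with a prior count of 2. Total counts ran from 22.98 M to 82.1 M (mega-counts) per biopsy. At these depths ZNF469 had a median count of 173, and intervals and tests cover counting error only as part of the spread between biopsies.

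All biopsies formed 1 group because their labels are identical apart from a code in each title. Pairs of genes, or of a gene and a score, were related by Pearson's r and Spearman's rho of log2 CPM, each with a two-sided permutation test of 100000 resamples, whose smallest p is 1e-05, and with Benjamini-Hochberg adjustment within each family: 31 collagens, 12 factors and 34 list scores. Intervals of 95% came from 10000 bootstrap draws of biopsies, and differences between correlations used the same draws for both. A relation counted as called at an adjusted p of 0.01 or less. Each r was computed again without the 2 biopsies farthest from the median of the x measure, and in the 131 biopsies with the lower and the 131 with the higher library totals, since the labels name no batch. The score of a list is the mean of its members' z-scored log2 CPM, with the tested gene left out. Partial correlations used residuals after regression on the score or index held equal. Clusters of biopsies were sought with Gaussian mixtures of 1 and 2 components, compared by the Bayesian information criterion.

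Genes associated with ZNF469, with COL1A1, and with ZNF469 with the stromal score as a further term were found by edgeR's quasi-likelihood F test on a slope per doubling (1 log2 unit) of the gene's CPM, at an FDR of 0.01 or less, with the gene itself left out of the counts. Gene lists were tested by camera in limma 3.58.1 with the preset and with an estimated correlation, and by fry, adjusted over the 34 lists and called at 0.05 or less. The models were tested on simulated data with 100 genes at each of 2 slopes, and the correlation test on 100 simulated pairs with a true r of 0.3, of which 99% passed while none of the unrelated pairs did. The number of associated genes was also counted after shuffling ZNF469 over libraries in 20 draws. Principal components used the 804 genes (5% of those kept) with the highest median absolute deviation, as in the study.

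For each library a GC index and a length index were computed as Spearman's rho, over 15528 genes, of each gene's log2 CPM minus its median with the GC content and the length of its longest transcript, of which 99.7% of the kept genes had a value. A small RNA score was the mean z-scored log2 CPM of the 64 kept genes annotated as small nuclear, nucleolar or Cajal body RNA. These measures come from the expression values themselves. A library with few genes was one below 20529 genes detected, the lower quartile less 3 interquartile ranges, and 6 libraries fell below it. Repeat libraries were sought as identical columns and by a chi-square index per gene over all 34191 pairs.

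The genes named in the text were set by a rule: ZNF469, the candidate factors, PRDM5 and the collagens; for each model the 10 genes with the smallest p that rose and the 10 that fell; and for each list described the 2 members with the highest and the 2 with the lowest rho. The grouping, the tests, the gene lists, this rule and most other settings were fixed before the data were examined; a list of 18 glucocorticoid-induced genes and the GC, length and small RNA measures were added later. The lists are fibrillar, basement membrane and other collagens, matrix glycoproteins and proteoglycans, collagen processing, matrix turnover, stellate cell and fibroblast markers, activated stellate cells, the stromal score, mesothelium, cholangiocytes, hepatocytes, endothelium, macrophages, T and NK cells, B and plasma cells, neutrophils, red cells, adipocytes, skeletal muscle, lipid droplets, cholesterol synthesis, bile acids, acute phase, interferon, NF-kB and chemokines, TGF-beta targets, immediate early genes, cell cycle, hypoxia and glycolysis, mitochondrially encoded genes, ribosomal proteins, and the study's matrix genes, knockout genes and candidate factors. The list of TGF-beta targets also holds the ligand genes TGFB1, TGFB2 and TGFB3. Skeletal muscle had fewer than 3 expressed genes and was left out.

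Alternatives were DESeq2 size factors (DESeq2 1.42.0) or the library total alone in place of TMM, other prior counts, no filter on low counts or a stricter one, limma voom and DESeq2's Wald test in place of edgeR, a robust fit, an FDR of 0.05, library total, the GC and length indices or the small RNA score as further terms, and subsets of biopsies. Correlations were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and mixtures with scikit-learn 1.9.0. Disease stage, the study's comparison between stages and sex were left out because the labels do not give them.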

Results

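The data are liver biopsies taken during bariatric surgery and profiled by RNA sequencing of polyadenylated RNA. Apart from a code of its own in the title, every biopsy carries the same labels, so all of the biopsies form 1 group. The paper gives some of these codes for biopsies whose histology it pictures, but the codes were not used to form groups. The labels give no stage of liver disease, fibrosis score or degree of steatosis, and no comparison between stages was made. The questions asked were therefore about levels and about relations across biopsies: how strongly ZNF469, the zinc finger gene that the study follows as a regulator of collagen production, is expressed in liver, which collagens it goes with, and which cell types and programmes go with it. The series holds more libraries than the paper's cohort of patients, and the labels do not say whether each library comes from a separate person. The p-values and intervals below treat the libraries as independent. Where several come from 1 person, the p-values may be too small and the intervals too narrow. Sex was a covariate in the study but is not in the labels, and it was neither inferred nor modelled.

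Total counts per biopsy, in mega-counts (M), ran from 22.98 M to 82.1 M, with a median of 35.6 M. A median of 22503.5 genes per biopsy had a count above 0, with a range of 17266 to 24523. The 10 most abundant genes took 19.5% to 34.8% of the counts of a biopsy, and albumin (ALB) alone took 4.397% to 12.5%. Mitochondrially encoded genes took a median of 3.81% of counts, with a range of 0.397% to 13.9%. Of 43285 genes in the table, 16066 passed the filter on low counts.

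ZNF469 encodes a large C2H2 zinc finger protein whose loss in people causes brittle cornea, a disorder of connective tissue. It was detected in every biopsy, but at a low level. ZNF469 (ENSG00000225614; GRCh38 chromosome 16, 88382959 to 88440757, plus strand) had a median of 4.84 CPM (library-scaled counts), with quartiles of 3.86 and 5.83. Its count per biopsy ran from 55 to 496, so counting error is part of its spread. COL1A1 (ENSG00000108821; chromosome 17, 50184101 to 50201632, minus strand), which encodes the main chain of type I collagen in scar tissue, had a median of 103.9 CPM, with quartiles of 73.8 and 141.8. The 90th percentile of COL1A1 was 3.83 times its 10th percentile, against 2.16 times for ZNF469. Of 44 collagen genes in the table, 31 passed the filter. COL18A1 stood far above the others at a median of 1641 CPM, followed by COL3A1 at 192.6 CPM and COL6A1 at 104.4 CPM.

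The study's main claim concerns a link between ZNF469 and type I collagen, and it correlated these genes in other cohorts of liver and lung. Across biopsies, ZNF469 and COL1A1 rose together. Pearson's r of their log2 CPM was 0.471, with a 95% bootstrap interval of 0.383 to 0.553 and a two-sided permutation p = 1e-05, the smallest that the permutations can give. Spearman's rho was 0.493, also with p = 1e-05. Without the 2 biopsies whose ZNF469 lay farthest from the median, r was 0.478. Within the biopsies with library totals below the median r was 0.405, and within those above it r was 0.537. Among 16065 genes, COL1A1 had a higher r with ZNF469 than 98.85% of them, and it stood above 99.4% of the 500 genes nearest to it in mean level. A mixture model found no separate clusters of biopsies in either gene: the Bayesian information criterion of 2 clusters was higher than that of 1 by 16.2 for ZNF469, by 18.2 for COL1A1 and by 30.9 for both genes together. On the leading pair of principal components 2 overlapping clusters were preferred by 6.12 units, and within them r was 0.526 in the larger and 0.404 in the smaller.

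**Figure D1:**
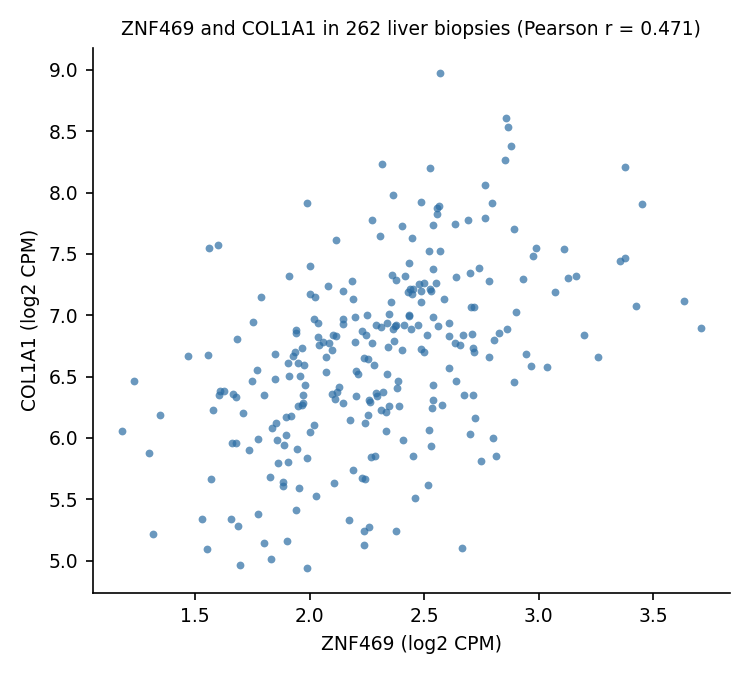
Each point is one liver biopsy, placed by its log2 CPM of ZNF469 (x axis) and of COL1A1 (y axis). The points form a single broad cloud that rises to the right, with Pearson's r of 0.471.

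Scar-forming stellate cells and fibroblasts make most of the type I collagen of liver, so a larger share of such cells in a biopsy raises every gene they express. A score of 10 stromal genes (DCN, LUM, PDGFRB, PDGFRA, BGN, RGS5, TAGLN, IGFBP7, SPARCL1 and CYGB) was therefore held equal. DCN, LUM and IGFBP7 are also among the matrix genes that the study named, so the score may not measure cell share alone. The score went with COL1A1 at r = 0.710 and with ZNF469 at r = 0.450, each with permutation p = 1e-05. At equal stromal score, the partial r of ZNF469 with COL1A1 was 0.241, with an interval of 0.137 to 0.340, permutation p = 0.00011 and a partial rho of 0.226 (p = 0.0003). That is 0.511 of the plain r, with an interval of 0.324 to 0.665. In the biopsies with the lower library totals the partial r was 0.152 (p = 0.0828), which did not pass, and in those with the higher totals it was 0.308 (p = 0.00036). The difference between these sets of biopsies was not tested. A score of mesothelial genes, which would mark pieces of liver capsule, left the partial r at 0.460, and library total left it at 0.463. With all 3 measures held equal the partial r was 0.210 (p = 0.00055).

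The relation was not limited to type I collagen. Network-forming collagen of the basement membrane stood at the top: COL4A2 (chromosome 13, 110305812 to 110513209) had r = 0.609 with ZNF469 and its neighbour COL4A1 had r = 0.555. The fibril-starting chain COL5A1 followed at 0.548, then COL16A1 at 0.499, COL6A2 at 0.484, COL1A1, COL4A4 at 0.455 and COL1A2 at 0.441. COL3A1, the most abundant fibrillar collagen, was further down at 0.341. Among the 31 collagens tested, 23 rose with ZNF469 at an adjusted p of 0.01 or less and 1 fell, COL28A1 at r = -0.170 (adjusted p = 0.00767). COL28A1 did not pass by rho (-0.1495, adjusted p = 0.0183), and its r lost the threshold under several other settings. The adjusted p of COL4A2, COL4A1, COL5A1, COL1A1 and COL3A1 was 1.72e-05 each, the smallest in this family. Their rho were 0.635, 0.575, 0.574, 0.493 and 0.376, and their r without the 2 biopsies farthest from the median of ZNF469 were 0.606, 0.543, 0.560, 0.478 and 0.351. COL4A2 and COL3A1 had r of 0.556 and 0.289 in the biopsies with lower totals and of 0.6697 and 0.399 in those with higher totals. COL18A1, which hepatocytes also express, did not move with ZNF469 (r = -0.063, adjusted p = 0.329).

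Holding the stromal score equal parted the collagens. Since the score holds matrix genes, this can also remove expression that collagens share with them. Of the 31, 13 kept a positive partial r past the threshold and none was negative past it. COL11A2, a minor fibrillar chain at 1.77 CPM, had the highest partial r at 0.497, above its plain r of 0.375. COL4A2 followed at 0.459, COL4A1 at 0.385, COL5A1 at 0.356, COL27A1 at 0.329 and COL16A1 at 0.282. In contrast, COL3A1 and COL6A3 went to -0.004 each, and COL14A1, COL15A1 and COL5A2 also ended just below 0. COL8A1, whose r passed neither without nor with the score, went from 0.120 to -0.172, with an interval of -0.317 to -0.0385 (adjusted p = 0.0123). Its rho without the score did pass (0.169, adjusted p = 0.0083). COL1A2, whose protein pairs with that of COL1A1, was left at 0.142, which did not pass (adjusted p = 0.0392). The intervals of COL4A2 (0.361 to 0.548) and of COL3A1 (-0.126 to 0.122) do not overlap. The split partly followed transcript GC content, which is 66.6% for ZNF469. The named collagens with the highest partial r have 55.18% (COL4A1) to 63.3% (COL11A2). COL3A1, COL6A3, COL14A1, COL15A1 and COL5A2 have 44.66% to 55.07%. Against this, COL4A4 (49.47%), COL4A3 (49.02%) and COL25A1 (41.29%) passed, and COL9A2 (64.84%) lost the threshold. No value with stromal score and GC index both held equal is given for these collagens. A part played by GC stays open.

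**Figure D2:**
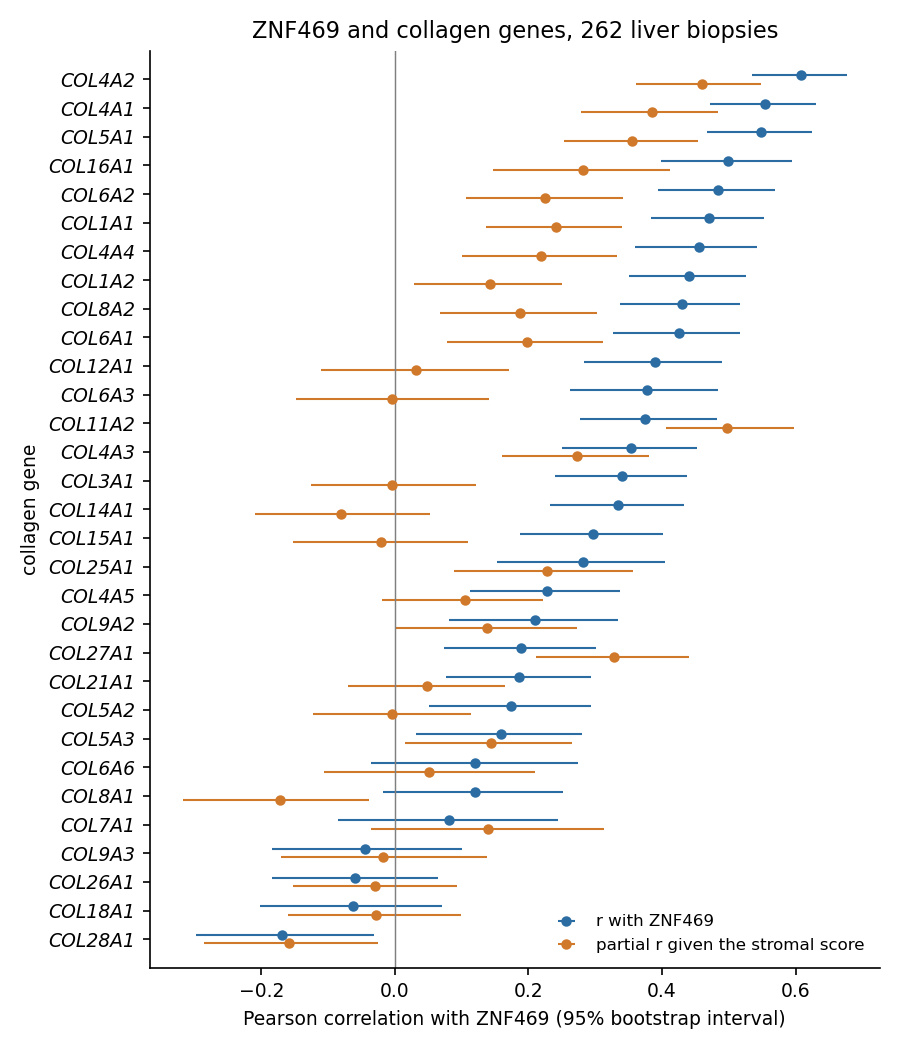
Pearson's r of each of 31 collagen genes with ZNF469 across all biopsies (blue) and the partial r given the stromal score (orange), with 95% bootstrap intervals as lines. COL4A2, COL4A1 and COL5A1 stay well above 0 at equal stromal score, while COL3A1, COL6A3 and COL14A1 drop to about 0.

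The study narrowed a screen of transcription factors to a set of candidates and then singled out ZNF469, RUNX1 and TBX3. These factors were chosen partly with profiles of liver biopsies, so their ranks here are not independent evidence. COL1A1 was set against the 11 candidates and PRDM5, a second gene of brittle cornea, 12 relations in all. ZNF469 had the highest r, although by rho MSC (0.506) stood above it (0.493). MSC, a bHLH repressor of muscle genes, had r = 0.445 and RFX5, which drives MHC class II genes, had r = 0.401. Neither could be told from ZNF469: the difference in r was 0.026 for MSC, with a bootstrap interval of -0.108 to 0.170, and 0.070 for RFX5, with an interval of -0.056 to 0.198. The intervals of the difference lay above 0 for each of the other 9 factors. HOXB4 (0.223), RUNX1 (0.221) and PRDM5 (0.186) were weaker positive relations past the threshold, and all of them lost it in the biopsies with lower library totals. TBX3, a T-box factor, fell as COL1A1 rose (r = -0.317, rho = -0.312, adjusted p = 3e-05), but in the biopsies with higher library totals its r of -0.193 did not pass (adjusted p = 0.0461). RFX5 had r of 0.405 and 0.404 at lower and higher totals, and MSC had 0.416 and 0.485. Without the 2 biopsies farthest from the median of COL1A1, r was 0.468 for ZNF469, 0.431 for MSC, 0.408 for RFX5 and -0.287 for TBX3.

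At equal stromal score, RFX5 (partial r = 0.312, adjusted p = 0.00012) and ZNF469 (0.241, adjusted p = 0.00066) were the only factors of the 12 that passed. MSC dropped to 0.048. The negative r of MEF2D (-0.103) and NR3C1 (-0.158), neither past the threshold, turned positive (0.114 each) when counts were scaled by library total alone. Under that scaling ELK4 (0.331), RARG (0.265) and TEAD3 (0.344) also passed.

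**Figure D3:**
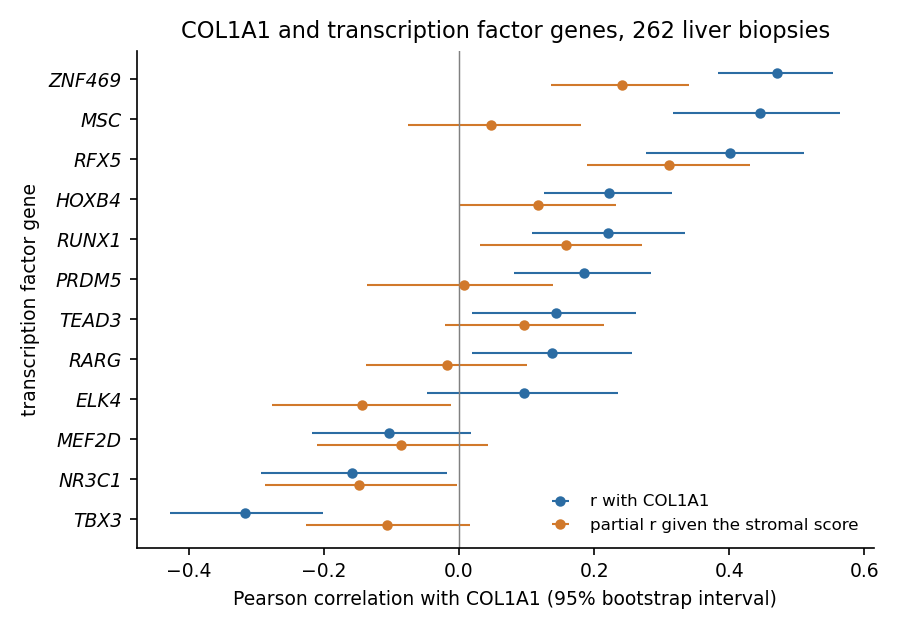
Pearson's r of COL1A1 with 12 transcription factor genes across all biopsies (blue) and the partial r given the stromal score (orange), with 95% bootstrap intervals as lines. ZNF469, MSC and RFX5 lead without the score, and RFX5 and ZNF469 stay highest with it.

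To place ZNF469 among the cells and programmes of liver, its level was set against 34 scores, each the mean of a gene list fixed before the data were examined. ZNF469 went with matrix remodelling and activated stellate cells more than with any parenchymal programme. The matrix turnover score (MMPs, TIMPs and related proteases) led at r = 0.577, followed by basement membrane collagens at 0.562, activated stellate cells at 0.562, TGF-beta targets at 0.543 and fibrillar collagens at 0.509. Scores of NF-kB and chemokine genes (0.369), cholangiocytes (0.320), B and plasma cells (0.319), endothelium (0.298) and macrophages (0.253) were weaker. The hepatocyte score (-0.453), the bile acid score (-0.405) and the ribosomal protein score (-0.336) fell. In all, 18 scores rose and 3 fell at an adjusted p of 0.01 or less, and 27 rose when counts were scaled by library total alone. The r of these scores without the 2 biopsies farthest in ZNF469 kept their sign, for example 0.579 for matrix turnover and -0.464 for hepatocytes. Basement membrane collagens had r of 0.515 and 0.609 in the biopsies with lower and higher totals, and hepatocytes -0.434 and -0.489.

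COL1A1 had a different profile. Its r was higher than that of ZNF469 with matrix scores, such as 0.838 with the other fibrillar collagens, and it went with the cell cycle score at 0.424, against 0.148 for ZNF469. Acute phase genes fell with COL1A1 (r = -0.314). Endothelium and macrophage scores went with ZNF469 and hardly with COL1A1 (0.085 and 0.040). The difference in r, ZNF469 minus COL1A1, was 0.213 for endothelium, with a bootstrap interval of 0.082 to 0.345, and 0.212 for macrophages, with an interval of 0.077 to 0.348. For the cell cycle it was -0.277, with an interval of -0.391 to -0.168. These differences were examined after the r were seen.

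Lists of lipid droplet genes (-0.051), cholesterol synthesis (-0.119), hypoxia and glycolysis (-0.0997), acute phase (-0.148), mitochondrially encoded genes (-0.017), interferon response (0.139), T and NK cells (0.124), neutrophils (0.096), red cells (0.095), adipocytes (0.143), mesothelium (0.116), immediate early genes (0.0998) and cell cycle (0.148) had an r with ZNF469 that did not pass. Scaling by library total alone turned the sign for lipid droplet genes (0.162), cholesterol synthesis (0.008) and hypoxia (0.304). The remaining lists, of other collagens (0.460), matrix glycoproteins and proteoglycans (0.490), collagen processing (0.455), stellate cell and fibroblast markers (0.452), the stromal score itself (0.450) and the study's matrix genes (0.498), knockout genes (0.485) and candidate factors (0.438), rose. Skeletal muscle had too few expressed genes for a score.

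**Figure D4:**
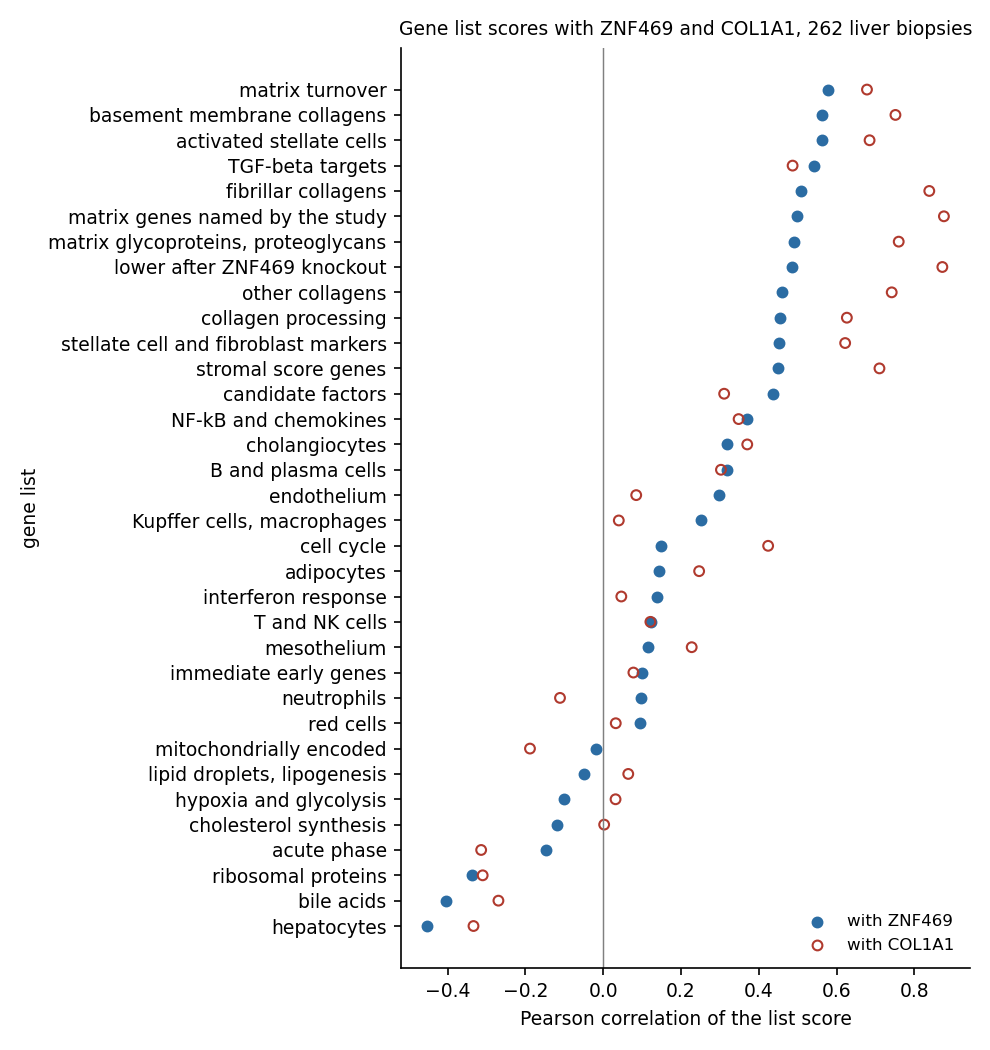
Pearson's r of 34 gene list scores with ZNF469 (filled points) and with COL1A1 (open points) across all biopsies, ordered by the r with ZNF469. Matrix scores lie to the right for both genes, endothelium and macrophage scores lie to the right for ZNF469 alone, and hepatocyte genes lie to the left for both.

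Gene by gene, the smallest p with ZNF469 belonged to VASH1. VASH1, an endothelial brake on vessel growth, rose by 0.53 on the log2 scale per doubling of ZNF469 (SE 0.034, FDR = 3.21e-35, rho = 0.688; chromosome 14, 76761468 to 76783015). PDGFB, the growth factor that recruits pericytes and stellate cells, rose by 0.74 (SE 0.057, FDR = 4.55e-27), and LRRC32, which holds latent TGF-beta at the cell surface, rose by 0.60 (SE 0.046, FDR = 4.55e-27). The other genes with the smallest p that rose were SOGA1, which acts on microtubules, HK1, a hexokinase, DCHS1, a cadherin of planar polarity, ORAI2, a calcium channel, ABCC1 and SLCO3A1, transporters, and PLEKHG2, a Rho activator, with slopes of 0.40 to 0.63. Of the genes that fell, HAO1 had the smallest p. HAO1, the peroxisomal glycolate oxidase of hepatocytes, fell by 0.30 per doubling (SE 0.029, FDR = 1.31e-19, rho = -0.566; chromosome 20, 7882985 to 7940458), as did BNIP3 (mitophagy), MOCS2 (molybdenum cofactor), KLHDC2 and KCTD3 (ubiquitin ligase adaptors), DERA (deoxyribose breakdown), CHPT1 (phosphatidylcholine synthesis), MRPS35 (mitochondrial ribosome), CYB5A (electron carrier) and PCMT1 (protein repair).

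In edgeR's quasi-likelihood model, 4203 genes rose and 3753 fell with ZNF469 at an FDR of 0.01 or less, out of 16065 tested. Most of these relations were weak: 1444 of the genes that rose and 1377 of those that fell had a rho of at least 0.3 in size. In simulated data of the same depth and spread, 77% of genes with a slope of 0.25 and 92% of genes with a slope of 0.5 were recovered, with 1 unchanged gene called. Only a small part of the simulated genes had a slope, and each gene was drawn independently. The simulation therefore says nothing about false calls from factors that many genes share. Adding measures of how strongly each library favoured GC-rich and long transcripts reduced the counts to 2012 that rose and 1613 that fell, among them 1765 of the 4203 and 1225 of the 3753. ZNF469 itself has a long transcript (13770 bases) of high GC content (66.6%), and the slopes were not corrected for counting error in ZNF469.

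**Figure D5:**
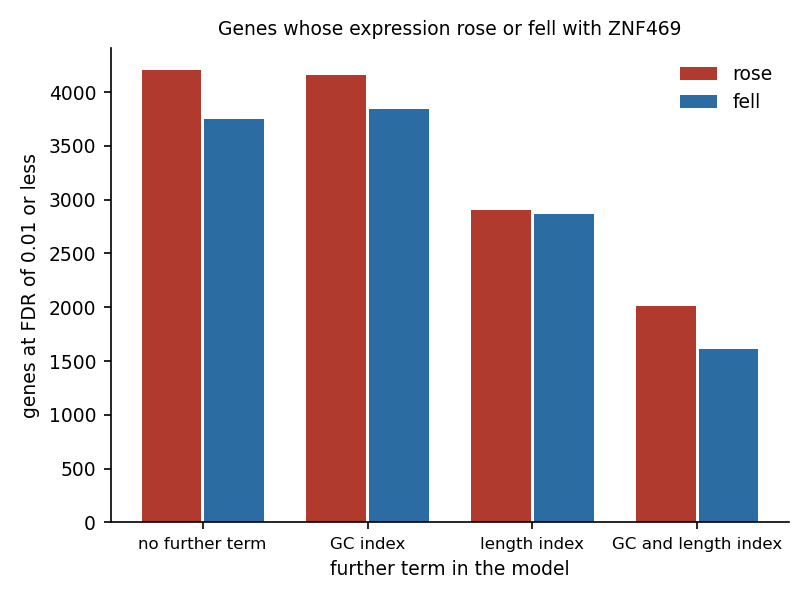
Number of genes, of 16065 tested, that rose (red) or fell (blue) with ZNF469 at an FDR of 0.01 or less, with no further term in the model and with the GC index, the length index or both as further terms. The bars are lowest with both indices, at 2012 and 1613 genes.

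COL1A1 went most closely with other collagen and matrix genes. Its partner COL1A2 rose by 0.81 per doubling of COL1A1 (SE 0.016, FDR = 2.43e-134, rho = 0.950; chromosome 7, 94394895 to 94431227), followed by COL5A1 (0.64, FDR = 4.06e-111) and COL3A1 (0.63, FDR = 1.52e-103). AEBP1, which binds collagen fibrils, THBS2, a matricellular protein, FBN1 and LTBP2 of the microfibrils, IGFBP7, COL14A1 and COL16A1 completed the genes with the smallest p, with slopes of 0.46 to 0.76. The genes that fell did so by less. CFHR2 and C4BPB, complement regulators made by hepatocytes, fell by 0.22 and 0.17. ACADSB (fatty acid oxidation), GLRX5 (iron-sulphur clusters), MRPL32 and DNAJC19 (mitochondria), TPT1, AIG1, EFNA1 and MACO1 fell by 0.11 to 0.27. In total 2995 genes rose and 2753 fell, of 16065 tested. Simulated slopes of 0.25 were recovered in 92% of genes for this comparison. The genes overlapped with those of ZNF469: 2249 rose with both and 1891 fell with both, where independent draws would give 783 and 643, and 16 went in opposite directions. The overlap comes from the same libraries and is no replication.

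At equal stromal score, ADAM12, a metalloprotease of activated stellate cells, rose by 0.93 per doubling (SE 0.082, FDR = 1.34e-20), and STAB1, a scavenger receptor of sinusoidal endothelium, rose by 0.47 (SE 0.044, FDR = 2.27e-19). VASH1 (0.48), PDGFB (0.67), SOGA1, ABCC1, ORAI2, PLEKHG2 and DCHS1 were again among the genes with the smallest p, joined by ARHGEF2, a Rho activator on microtubules. KCTD3, DERA, HAO1, PCMT1 and MRPS35 again fell. With them fell SDHC and ETFA, which feed electrons into the respiratory chain, GHITM and AFG3L2 of the inner mitochondrial membrane, and IARS2, a mitochondrial tRNA synthetase, by 0.23 to 0.32. In all 4231 genes rose and 3635 fell, of 16055 tested, and with the GC and length measures added the counts were 2053 and 2082. In simulated data, which held no effect of the stromal score, 67% of slopes of 0.25 and 96% of slopes of 0.5 were recovered.

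Gene lists fixed before the data were examined gave the direction of whole programmes. With ZNF469, 17 of 18 genes of activated stellate cells rose and none fell over all genes tested, and the same 17 adjusted over the list alone. POSTN, a matricellular protein, was the exception (rho = -0.088). Matrix turnover had 15 of 19 that rose (16 adjusted over the list alone), with TIMP2 (rho = 0.480) and MMP14 (0.459) highest and ADAMTS4 (0.047) and MMP15 (-0.015) lowest. Basement membrane collagens had 6 of 7 that rose (6 adjusted over the list alone), all but COL18A1. Matrix glycoproteins and proteoglycans had 33 of 37 (33 adjusted over the list alone), from EFEMP2 (rho = 0.618) and HSPG2 (0.561) down to FN1 (-0.059) and POSTN. FN1, the plasma fibronectin that hepatocytes secrete, had a median of 6273 CPM. TGF-beta targets had 10 of 17 (10 adjusted over the list alone), with TGFB1 (0.492) and SMAD6 (0.422) highest and TGFBI (-0.034) and ID1 (0.027) lowest. This list also holds the ligand genes TGFB1, TGFB2 and TGFB3, so it does not measure a response to TGF-beta alone. In the paper, adding TGF-beta gave no consistent rise of ZNF469 mRNA in stellate cells or tissue fibroblasts.

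By camera with its preset correlation, 18 of 34 lists were higher with ZNF469 and 3 were lower at an adjusted p of 0.05 or less. With an estimated correlation between genes, 3 calls held: basement membrane collagens, matrix turnover and activated stellate cells, each with adjusted p = 0.0442 with an estimated correlation. With the GC measure alone as a further term none of the 3 held, at adjusted p = 0.0701, 0.0677 and 0.0677 with an estimated correlation, although their mean slopes hardly changed (0.495 to 0.506, 0.422 to 0.426 and 0.487 to 0.4999). With the GC and length measures all 3 held, at adjusted p = 0.0234, 0.0128 and 0.0128 with an estimated correlation. The other 15 lists called higher did not hold, from TGF-beta targets, with adjusted p = 0.054 with an estimated correlation (0.0712 once the GC measure was a further term and 0.0128 with the GC and length measures), and fibrillar collagens, with adjusted p = 0.0709 with an estimated correlation, to macrophages, with adjusted p = 0.405 with an estimated correlation. Nor did the 3 lists called lower, of hepatocytes, ribosomal proteins and bile acids. Hepatocyte genes had 18 of 28 that fell and none that rose (18 adjusted over the list alone; adjusted p = 0.0765 with an estimated correlation), with ARG1 (rho = -0.455) and ADH1B (-0.444) lowest and HNF4A (-0.015) highest. All 19 ribosomal protein genes fell (19 adjusted over the list alone; adjusted p = 0.262 with an estimated correlation), but with the GC and length measures as further terms none of the 19 fell. Bile acid genes had 6 of 12 that fell (6 adjusted over the list alone; adjusted p = 0.12 with an estimated correlation).

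The remaining counts with ZNF469, first over all genes and then adjusted over the list alone, were as follows. Fibrillar collagens had 6 of 8 that rose (6 adjusted over the list alone), other collagens 10 of 16 (12), collagen processing 13 of 26 (13), stellate cell and fibroblast markers 23 of 27 (23), the stromal score genes 9 of 10 (9), cholangiocytes 13 of 17 (14), endothelium 13 of 20 (13), macrophages 8 of 21 (8), B and plasma cells 7 of 12 (7) and NF-kB and chemokine genes 11 of 18 (11). Of 19 genes of T and NK cells 9 rose (9), of 19 interferon genes 12 (12), of 13 cell cycle genes 4 (4), of 20 immediate early genes 2 (1), of 5 adipocyte genes 2 (2), of 5 mesothelial genes 1 (1), of 6 neutrophil genes 2 (2) and of 3 red cell genes 1 (3). Cholesterol synthesis had 6 of 18 that fell (4) and acute phase genes 3 of 17 (3). Lipid droplet genes had 2 of 20 that rose and 2 that fell, and hypoxia and glycolysis 5 of 16 that rose and 4 that fell. In these lists 1 of the other collagens, 2 collagen processing genes and 1 gene each of cholangiocytes, B and plasma cells and adipocytes fell, and 1 acute phase gene rose. With the GC and length measures as further terms, 1 of the 19 interferon genes, 3 of the 19 T and NK cell genes, 4 of the 12 B and plasma cell genes, 15 of the 27 stellate cell and fibroblast markers and 16 of the 21 macrophage genes rose (macrophages with adjusted p = 0.0511 with an estimated correlation), and no acute phase gene and 3 of the 18 cholesterol synthesis genes fell. None of 13 mitochondrially encoded genes passed, although 11 of the 13 rose at equal stromal score. The median slope, the mean slope and camera's direction differed in sign for hypoxia and glycolysis, and at equal stromal score for lipid droplet and acute phase genes, and with COL1A1 for macrophages and cholesterol synthesis. None of these lists was called in the comparison concerned.

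The text of the paper names 8 genes that were lower in cultured stellate cells after knockout of ZNF469. They are a part of its knockout result, and the full set of changed genes was not examined here. All 8 rose with ZNF469 here (8 adjusted over the list alone), from ADAMTSL2 (rho = 0.504) and COL1A1 down to PTGDS (0.317) and INMT (0.298). The camera call had adjusted p = 1.43e-06 with the preset correlation and adjusted p = 0.0765 with an estimated correlation. At equal stromal score 3 of the 8 rose, and with the GC and length measures 6 of the 8. Several of the 8 were picked because they differ in diseased liver, so this count is not fully independent. Of the 15 matrix genes that the study named, 13 rose (13 adjusted over the list alone), with ADAMTS2 (0.592) and COL5A1 highest and LGALS3BP (0.048) and SERPINE1 (0.114) lowest. The study chose that list partly on these samples, so its count is not independent evidence either. Of the 10 other candidate factors, 6 rose with ZNF469 (6 adjusted over the list alone), with MSC (0.448) and HOXB4 (0.436) highest.

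With COL1A1, 16 lists were higher and 3 lower, and with an estimated correlation 11 higher lists and no lower list held. The 11 were the matrix, collagen and stromal lists and the study's lists of matrix and knockout genes. Matrix glycoproteins and proteoglycans had 32 of 37 genes that rose (32 adjusted over the list alone; adjusted p = 4.34e-05 with an estimated correlation). Cell cycle genes had 12 of 13 that rose (12 adjusted over the list alone), led by MKI67 (rho = 0.480) and TOP2A (0.427), but the list had adjusted p = 0.247 with an estimated correlation. Hepatocyte genes had 15 of 28 that fell (15 adjusted over the list alone; adjusted p = 0.346 with an estimated correlation), and acute phase genes 9 of 17 (10 adjusted over the list alone; adjusted p = 0.371 with an estimated correlation). Ribosomal protein genes had 13 of 19 that fell (13 adjusted over the list alone; adjusted p = 0.371 with an estimated correlation). TGF-beta targets had adjusted p = 0.0586, cholangiocytes adjusted p = 0.336, B and plasma cells adjusted p = 0.414 and NF-kB and chemokine genes adjusted p = 0.371 with an estimated correlation.

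At equal stromal score, 4 lists were higher with ZNF469 (fibrillar collagens, activated stellate cells, TGF-beta targets and mitochondrially encoded genes) and 4 were lower (hepatocytes, bile acids, cholesterol synthesis and ribosomal proteins). By fry, which asks whether a list moves at all and not whether it moves more than other genes, 21 were higher and 5 lower. None of the camera calls held: activated stellate cells, TGF-beta targets, hepatocytes and bile acids each had adjusted p = 0.438 with an estimated correlation, fibrillar collagens had adjusted p = 0.571 with an estimated correlation, and mitochondrially encoded genes, cholesterol synthesis and ribosomal proteins each had adjusted p = 0.625 with an estimated correlation. Cholesterol synthesis had 12 of 18 genes that fell (12 adjusted over the list alone).

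On the 804 most variable genes, the first principal component held 11.8% of the variance and followed the mitochondrially encoded genes (rho = 0.762). It also followed a score of small nuclear and nucleolar RNA genes (rho = 0.743). Such RNAs made up 20 of the 30 genes with the highest loadings, although the libraries were selected for polyadenylated RNA. Several of the 20 are gene copies of U1 small nuclear RNA with all but equal loadings (RNU1-1 and RNU1-3 at 0.1034 each). They are therefore not 20 separate RNAs. The stromal score was at the other end (rho = -0.534), as were bile acid genes (-0.458), hepatocyte genes (-0.347), matrix glycoproteins and proteoglycans (-0.557), collagen processing (-0.469), activated stellate cells (-0.421) and the study's matrix genes (-0.429) and knockout genes (-0.428). ZNF469 did not follow it detectably (rho = -0.063), and COL1A1 did so weakly (rho = -0.261). With all genes in place of these 804 the first component had rho = -0.117 with the stromal score, 0.250 with ZNF469 and 0.106 with COL1A1, against 0.435 with the mitochondrially encoded genes. The second component held 6.68% and followed hepatocyte genes (rho = 0.642) and ribosomal protein genes (rho = 0.656). Of its 30 highest loadings 26 were of small RNA genes, again with copies of U1 among them (rho = 0.303 with their score). ZNF469 (rho = -0.323), COL1A1 (-0.330) and the length measure (-0.633) lay at the other end. The component had only 2 protein-coding genes among the 30 lowest loadings at that end, which were led by the noncoding RNA NEAT1. It depended on the genes and libraries used: without libraries with few genes detected its rho was -0.614 with COL1A1 and -0.585 with B and plasma cell genes, and on the 500 most variable genes it was 0.369 with hepatocyte genes and -0.719 with B and plasma cell genes. The third, with 6.46%, followed B and plasma cell genes (rho = 0.652), COL1A1 (rho = 0.513) and ZNF469 (rho = 0.354). The third component also depended on the genes used: on the 500 most variable genes these rho were -0.348, 0.161 and 0.0846. With all 16066 genes in place of the 804, the hepatocyte genes moved from the second component (rho of 0.0983 in size) to the first (rho = -0.666).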

Values the study reported

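The paper reports 582 genes with higher and 143 with lower expression in livers with steatohepatitis and stage 2 or 3 fibrosis than in normal livers, at an FDR of 0.01 or less and an absolute log2 fold change above 0.5. It describes a cohort of 108 patients, of whom 30 had steatosis alone, 50 had steatohepatitis and 28 had normal histology. For ZNF469 and COL1A1 it gives a correlation of R = 0.67, 0.79 and 0.4 in the liver cohorts of Govaere, Hoang and Suppli, and of R = 0.72, 0.56 and 0.83 in the lung fibrosis cohorts of Furusawa, Konigsberg and Sivakumar. In its screen 18 transcription factors lowered COL1A1 when lost, 11 of them were kept as candidates, and knockout of 3 (ZNF469, RUNX1 and TBX3) lowered COL1A1 mRNA in stellate cells.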

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

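Settings chosen only after results had been seen are those with the GC or length index or the small RNA score, those holding the stromal score equal for all collagens and factors, the test with stellate and endothelial scores, those without few-gene libraries or close pairs, and the estimated correlation and fry at equal stromal score; the rest were planned. No paired analysis was possible because the labels give no pairing of biopsies.

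The r of ZNF469 with COL1A1 kept its sign and its side of the threshold under all 9 settings fixed beforehand (0.405 to 0.553) and under 7 added ones, the lowest of which was 0.297 with the stromal, stellate and endothelial scores held equal. At equal stromal score it ran from 0.152 to 0.308 over 7 settings fixed beforehand. It lost the threshold in 1, the biopsies with the lower library totals (0.152), while the other set of the same size passed at 0.308; the cause was not tested. The named genes of all 3 models kept direction and threshold under every setting, and no setting moved the median levels of ZNF469 and COL1A1 by more than the spread between biopsies.

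Of the 31 collagens, the number negative with ZNF469 went from 1 to 0 with library total only, without the 2 biopsies farthest from the median, in the biopsies with lower or higher totals, without few-gene libraries and with the stromal score held equal, and to 2 with the GC and length indices held equal. With the stromal score held equal the number positive was 13, and COL3A1 (-0.00370), COL5A2 (-0.00481), COL15A1 (-0.0202), COL6A3 (-0.00386) and COL14A1 (-0.0804) changed sign. So did COL8A1 (-0.172), whose r had not passed without the score. Of the 12 factors, the number positive with COL1A1 went from 6 to 3 in the biopsies with lower totals, to 3 with the GC and length indices held equal and to 2 with the stromal score held equal. The number negative went from 1 to 0 in the biopsies with higher totals and with the stromal score held equal, and to 2 with the GC and length indices. The cause was not tested.

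With the GC and length indices as covariates, genes that rose with ZNF469 went from 4203 to 2012 and genes that fell from 3753 to 1613, and at equal stromal score to 2053 and 2082. The settings fixed beforehand gave 3727 to 5152 that rose and 3553 to 4550 that fell. For COL1A1 no alternative moved either count by more than 1.5 times. Lists called higher with ZNF469 by camera went from 18 to 3 with an estimated correlation, which became 0 with the GC index and 4 with the GC and length indices. With the stroma score they went to 4, to 0 with an estimated correlation and to 21 with fry. Lists called lower went from 3 to 0 with an estimated correlation, whatever the further term, and to 5 with the stroma score and fry. For COL1A1 they went from 3 to 0 with an estimated correlation, with or without the indices, and to 5 with fry. On all genes kept by the filter, the rho of the second component with hepatocyte genes was 0.0983 in size, against 0.642; the cause was not tested. ZNF469 counts of 55 to 496 per biopsy limit the precision of every relation with it.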

Other observations

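Chosen only after results had been seen were the tests with the GC or length index or the small RNA score, the test with stellate and endothelial scores, the test without close pairs of libraries and every test of glucocorticoid-induced genes; the tests of library depth, stromal share, liver capsule and shuffled libraries were planned.

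ZNF469 and COL1A1 went together across biopsies (r = 0.471). Held equal 1 at a time, library total, the mesothelial and small RNA scores and the GC and length indices each left most of r. This argues against library depth, and against the other measures as taken here, each alone, as the whole cause. The mesothelial score had 5 genes, and the scores and indices carry error. Liver capsule, small RNA, GC content and transcript length are therefore not excluded. The partial r was 0.463 given library total, 0.460 given the mesothelial score and 0.464 given a score of small nuclear and nucleolar RNA genes. It was 0.459 given the GC index and 0.414 given the length index. With the GC and length indices held equal together the partial r was 0.351 (interval 0.252 to 0.445). That is 0.745 of the plain r, so the pair may account for part of the relation. Given the stromal score the partial r was 0.241, with an interval of 0.137 to 0.340, so 0.511 of r remained. A score of 10 genes measures stromal share with error, and such error leaves a partial r even where that share is the whole cause. Stromal share may therefore account for part or all of the relation. The score also shares DCN, LUM and IGFBP7 with the study's matrix genes, and TAGLN and PDGFRA with the activated stellate cell list. Holding it equal can therefore also remove covariation other than cell share, so the partial r may be too low as well as too high. With the stromal score and both indices held equal the partial r was 0.173 (interval 0.069 to 0.275), so several small contributions together stay open. No biological explanation was tested, because the labels give no groups, and a correlation gives no direction of effect between ZNF469 and collagen.

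A very large number of genes, 7956 of 16065, was associated with ZNF469. Chance pairing can be excluded: none of 20 shuffles gave as many (0 of 20), the highest gave 7 and the real value in the same fit was 7954. With the GC index 8004 genes were called, among them 3780 of the 4203 that rose and 3338 of the 3753 that fell. With the length index the number was 5771, among them 2608 and 2312, and with the small RNA score 8077, among them 4070 and 3627. This argues against each of these measures, as taken here, alone as the whole cause. They are estimated with error, so what they stand for is not excluded. With both indices 3625 were called, among them 1765 and 1225. For COL1A1 the number was 4974 against 5748, among them 1909 of the 2995 that rose and 1344 of the 2753 that fell. A combined preference of some libraries for long, GC-rich transcripts such as that of ZNF469 is therefore a candidate explanation for part of these associations. The mean slope of ribosomal protein genes went from -0.177 to -0.0078 and that of other collagens from 0.281 to 0.0756. That of activated stellate cell genes went only from 0.487 to 0.403 and that of hepatocyte genes from -0.230 to -0.179. It stays open how much of this is technical, since the indices are computed from expression and may also carry cell composition.

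Genes that respond to glucocorticoids (FKBP5, TSC22D3, ZBTB16, DDIT4 and SGK1 among them) lay at one end of the first principal component, opposite the mitochondrially encoded genes and small nuclear and nucleolar RNA genes, whose share in libraries of polyadenylated RNA can mark RNA quality or selection. A list of 18 such genes, written after this was noticed, had 12 members that were not used in the component. All 12 had a negative rho with it, from -0.760 for ERRFI1 to -0.078 for BCL6, which is close to 0. MT2A (-0.2) and PCK1 (-0.207) were weak. No comparison was made with the share of other genes that had a negative rho. The score of the 12 members had rho = -0.722 with the component. That score went with mitochondrial percent (r = -0.448) and with the small RNA score (r = -0.324). With these and the GC and length indices held equal its partial r with the component was -0.716, against a plain r of -0.693. The measures as computed therefore did not account for the relation. The component's low end holds FKBP5, DDIT4, TSC22D3 and ZBTB16 of the same list, and that end alone could give a large partial r. The test therefore does not exclude RNA quality or selection as a source. These values are consistent with a difference between biopsies in glucocorticoid response, as a hypothesis only, but PDK4 and PCK1 also respond to fasting, and immediate early (rho = -0.308), hypoxia and glycolysis (-0.432), hepatocyte (-0.347) and bile acid (-0.458) genes lay at the same end of the component, so handling, lack of blood flow, RNA quality and cell composition stay open. The score went only weakly with ZNF469 (r = -0.183, p = 0.00302) and not detectably with COL1A1 (r = 0.028, p = 0.648).

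The r of ZNF469 with COL1A1 in these biopsies was 0.471. It has the same sign as in every cohort for which the paper reports this relation, and is lower than in all of them but the Suppli cohort, but those are unlike groups of liver or lung on another scale of expression, and the difference was not tested.

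Of 34191 pairs of libraries none was identical. The index of difference per gene, which is 1 for sampling noise alone, had a median of 16.5 and a minimum of 2.09, and 5 pairs lay at or below 3.45 while the next pair lay at 4.97. Without 1 library of each of these pairs, r of ZNF469 with COL1A1 was 0.465. It stays open whether these pairs are repeat libraries.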
